A study of Mus musculus with 18 samples. Its data were reported in "Claudin-2 protects against colitis-associated cancer by promoting colitis-associated mucosal healing" (2023).

How the data were processed

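RNA was sequenced from the colon of WT mice and of mice with a knockout of *Cldn2*, which encodes the tight junction protein claudin-2. Mice of each genotype were untreated controls, had recovered from colitis caused by dextran sulfate sodium (DSS, a polymer that injures the colonic epithelium), or had received the carcinogen azoxymethane with DSS (AOM/DSS, a model of colitis-associated cancer). Groups were taken from the genotype and treatment labels of each sample. This gave 6 groups of 3 libraries, 18 in all.

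The authors sequenced the libraries on an Illumina NovaSeq instrument, aligned the reads with TopHat2 and counted reads per gene with featureCounts. The deposited values are raw counts per gene, without normalization, in 36 columns for 18 libraries on 2 sequencing lanes. Tool versions, the annotation release, strandedness and the handling of reads with several alignments were not stated. A gene that overlaps a gene on the other strand, or has a near-identical copy, could therefore have gained or lost reads, and such genes are called uncertain in the text. The authors' own differential analysis used DESeq2.

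The table held 47729 genes with Ensembl identifiers. Of these, 47310 matched GENCODE release M21 (GRCm38), from which symbols were taken, and 40822 had the same start and end there. The 419 genes without a match held at most 0.0292% of the reads of a library and kept their identifiers. Every count column matched 1 library, and no line of the table named anything other than a gene. The lanes of a library differed by little more than counting noise (chi-square per degree of freedom 1.08 to 1.18) and were summed. The lowest value between replicates was 11.9 over 18 pairs, so no library was a second copy of another in its group.

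Total counts ranged from 17.6 to 27.4 M reads per library (median 19.6). Genes were kept by edgeR's filterByExpr with the 6 groups, which left 16937 genes and dropped 30792. Libraries were scaled with TMM factors. One model with a mean per group was fitted to all 18 libraries with edgeR's quasi-likelihood method with robust estimation, as fixed in the design, so that each comparison of 3 against 3 libraries borrowed the spread of all of them. The common dispersion was 0.0993, a biological coefficient of variation of 0.315. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with no fold threshold. Contrasts compared knockout with WT within each treatment and each treatment with its control within each genotype. An interaction contrast asked whether the response to recovery, or to AOM/DSS, differed between genotypes. Levels are counts per M reads (CPM) with TMM scaling, given as mean ± SD, and log2 fold changes carry the standard error of the fit.

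The design, the alternatives, 24 gene sets and a list of 32 genes that the study discusses were fixed before the data were examined. Of the 32 listed genes, 31 passed the filter, and *Il6* did not. For that list, counts are also given adjusted over the list alone. The study chose most of these genes on the same samples, so that count is not independent evidence. Beyond the list, up to 5 higher and 5 lower genes per contrast are named. They have the largest absolute log2 fold change among called genes whose groups did not overlap in CPM and whose mean was at least 1 CPM. For the interactions, these 2 conditions used only the treated and control groups of *Cldn2*KO mice. Called interaction genes whose *Cldn2*KO groups overlapped were therefore not named, even where their interaction was larger. Predicted genes without a common symbol and antigen receptor segments were counted and not named. The gene sets and genes singled out beyond that rule were chosen after most values had been seen.

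Gene sets were tested with camera on log2 CPM (prior count 2), with a preset correlation between genes of 0.01 and adjustment over the 24 sets of a contrast. The sets covered immune and inflammatory programmes, cell death, the cell cycle, epithelial states and markers of tissue makeup. The rotation test fry, which keeps the correlation between genes, and camera with an estimated correlation were run beside it. Genotype effects were compared between treatments, and treatment effects between genotypes, by correlation of log2 fold changes across genes without *Cldn2*. The contrasts compared in this way shared no libraries. Genes are not independent replicates, so these correlations have no p-value.

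Alternatives comprised other scaling (RLE size factors, upper quartile), no filter or at least 1 CPM in 3 libraries, DESeq2, limma-voom with sample weights, a fit of only the groups compared, other thresholds, leaving out each library in turn, sex-linked expression as a covariate and the replicate number as a block. A covariate for libraries with *Hoxb13* above 10 CPM was added after the data had been seen. For a group with no reads of a gene, a fold is given as a lower bound against 3 reads over the group. With 1 to 3 reads, the ratio of pooled CPM is given with its exact 95% counting interval. Intervals and bounds cover counting error only.

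The scripts were tested on simulated counts with 200 changed genes among 16662. In the comparison of knockout with WT in recovery, 75.5% of the changed genes were recovered, 32% at a log2 change of 1 and 98% at 4, with 5.62% false calls. In the recovery interaction, 59.5% were recovered, with 3.25% false calls. A shifted gene set gave a camera p of 1.32e-35 and a fry p of 7.32e-09. None of the 23 unshifted sets passed an unadjusted p of 0.05 with either. The genes were simulated independently, so this check cannot show false calls that arise when genes of a set are correlated.

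R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Raw reads, protein measurements and tumour counts were not analysed here. The result of 1 listed gene is not reported here.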

Results

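RNA-seq libraries were analysed from colon tissue of WT and *Cldn2*KO mice as untreated controls, after recovery from DSS-induced colitis, and after AOM/DSS treatment. Each of the 6 groups held 3 libraries. Total counts averaged 20.4 ± 4.34 M reads in WT controls, 18.5 ± 0.855 M in *Cldn2*KO controls, 21.1 ± 4.32 M in WT recovery, 21.5 ± 1.35 M in *Cldn2*KO recovery, 19.3 ± 1.26 M in WT AOM/DSS and 23.8 ± 4.35 M in *Cldn2*KO AOM/DSS (SD, n = 3 each). At this depth, between 21113 and 23623 genes had at least 1 read in a library.

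The targeted gene was examined first in every library. *Cldn2* (ENSMUSG00000047230, GRCm38 chromosome X, 139800828 to 139811386, plus strand, protein coding) stood at 131, 44.5 and 127 CPM in the WT controls, at 504, 309 and 486 CPM in WT recovery, and at 205, 126 and 135 CPM in WT AOM/DSS. In the *Cldn2*KO libraries it stood at 0.197, 0.0555 and 0.161 CPM in controls, at 0.375, 0.557 and 0.394 CPM in recovery, and at 0.523, 0.162 and 0.141 CPM in AOM/DSS. These levels came from 680 to 12389 reads in WT libraries and from 1 to 12 reads in *Cldn2*KO libraries, so each library followed its genotype label. The difference between genotypes had a log2 fold change of -9.43 in controls (SE 0.594, edgeR adjusted p 9.38e-07), -9.91 in recovery (SE 0.557, edgeR adjusted p 1.74e-07) and -9.21 in AOM/DSS (SE 0.554, edgeR adjusted p 4.76e-07). It was called under all 15 alternatives in each comparison, with adjusted p up to 0.00768, 1.29e-05 and 0.00445.

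**Figure D1:**
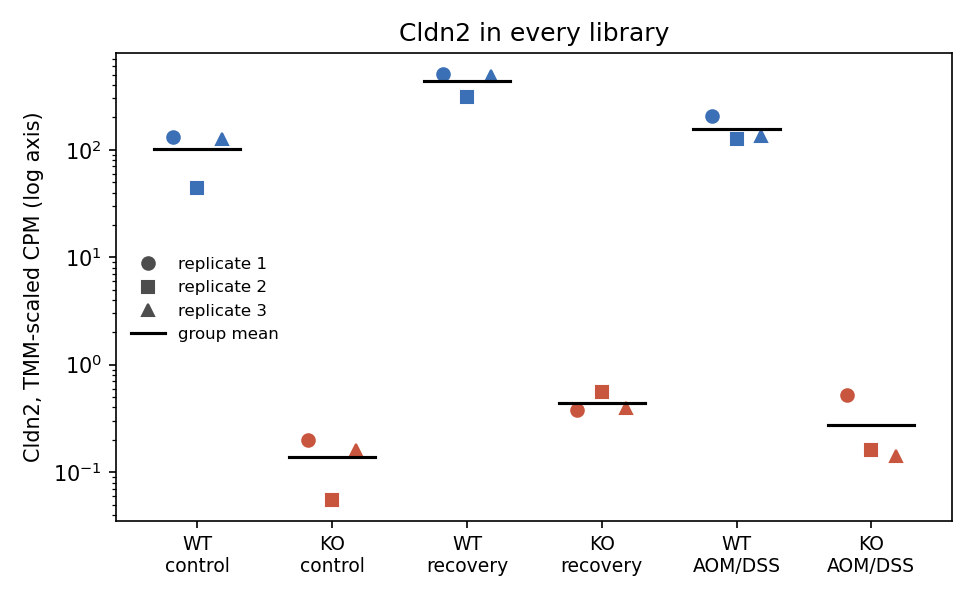
*Cldn2* in each of the 18 libraries as TMM-scaled CPM on a log axis, by genotype and treatment, with bars at the group mean. WT libraries lie between 44.5 and 504 CPM and *Cldn2*KO libraries between 0.0555 and 0.557 CPM.

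The main axis of variation between libraries did not follow the groups alone. The first principal component held 44% of the variance and the second 17.6%. On the first, the 6 recovery libraries and WT control replicate 2 had scores of at least 60.1, and the 11 other libraries had scores of at most -32.9. Genes that mark the distal colon split the libraries in the same way. *Hoxb13* (ENSMUSG00000049604, chromosome 11, 96194316 to 96197447) reached at most 0.502 CPM in recovery libraries and 0.327 CPM in WT control replicate 2, against 198 to 570.1 CPM in the 11 others. *Hoxd13* (ENSMUSG00000001819, chromosome 2, 74668310 to 74671599) reached at most 0.139 CPM in recovery and 0.262 CPM in WT control replicate 2, against 192 to 235 CPM elsewhere. The libraries also differed in sex-linked transcripts. *Xist* stood between 865 and 1742 CPM in replicates 2 and 3 of both recovery groups and of *Cldn2*KO AOM/DSS, and at most 1.16 CPM in the other libraries, which included all controls. Each comparison of recovery with control therefore also compared libraries without posterior *Hox* expression with libraries that, but for WT control replicate 2, had it.

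**Figure D2:**
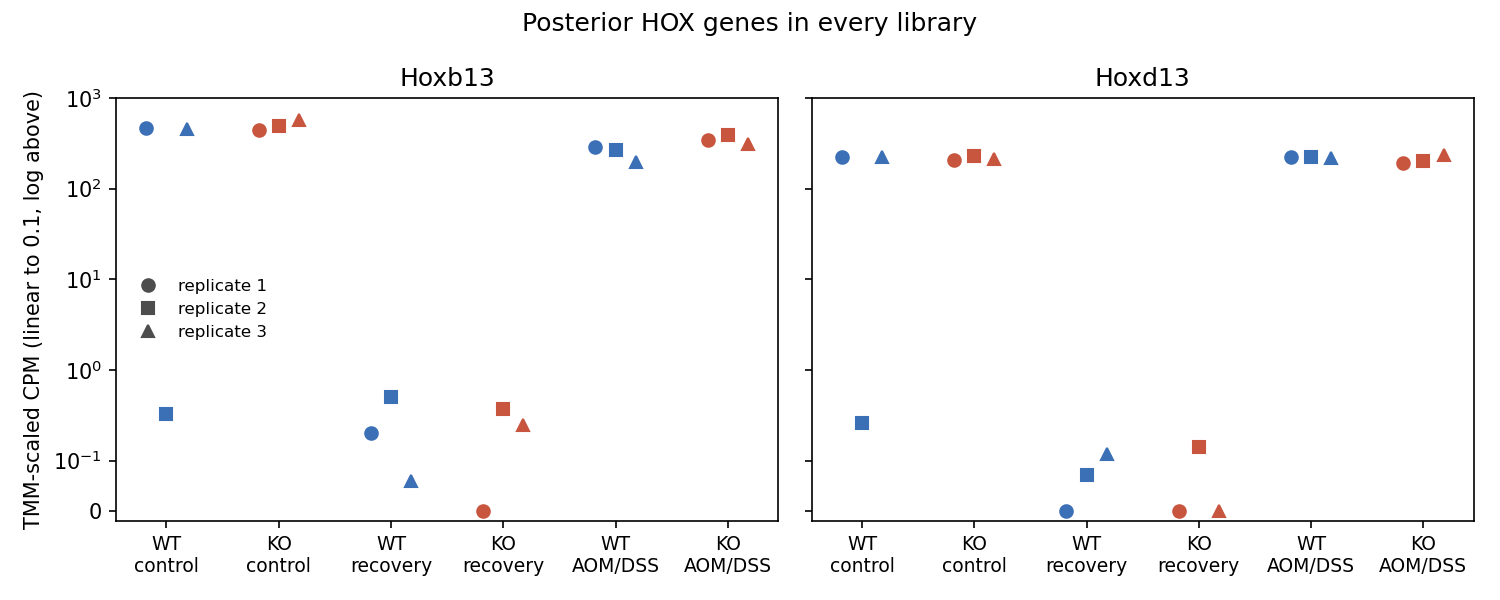
*Hoxb13* and *Hoxd13* in each library as TMM-scaled CPM, on an axis that is linear up to 0.1 and logarithmic above, by group. All recovery libraries and WT control replicate 2 lie at or below 0.502 CPM, and the 11 other libraries lie at 192 CPM or above.

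The comparison of untreated *Cldn2*KO with WT colon gives the baseline for the challenged mice. edgeR called 199 genes, 21 higher and 178 lower in *Cldn2*KO controls, and 2223 genes had an unadjusted p under 0.05 against 847 expected by chance. Of the 199, 197 had groups that did not overlap in CPM, which chance gives for 10% of all genes with 3 against 3 libraries and for which called genes are already selected. The count depended on the test, as DESeq2 called 688 genes and limma-voom with sample weights, which moved it most, called 2552. It was 25 without *Cldn2*KO control replicate 1 and 300 without WT control replicate 1. Higher in *Cldn2*KO controls were *Zp2* (ENSMUSG00000030911, chromosome 7, 120126772 to 120145291), *Fndc5* (ENSMUSG00000001334, chromosome 4, 129136999 to 129144593), *Klb* (ENSMUSG00000029195, chromosome 5, 65348314 to 65384007), *Hist1h4h* and *Catspere2*, with log2 fold changes from 2.02 to 2.85. *Klb* rose from 2.53 ± 1.85 CPM in WT to 18.4 ± 2.9 CPM in *Cldn2*KO (SD, n = 3; log2 fold change 2.84, SE 0.66, edgeR adjusted p 0.0484, range over the alternatives 4.93e-05 to 0.307). *Hist1h4h* belongs to a family of near-identical histone genes and is uncertain. Apart from *Cldn2*, the largest falls were in *Plet1os*, *Plet1*, *Retnlb* and *Apol10a*. Of the higher genes, *Klb* lost its call without any single library and *Hist1h4h* only without *Cldn2*KO control replicate 2. *Plet1* (ENSMUSG00000032068, chromosome 9, 50494525 to 50505482, plus strand) fell from 91 ± 43.1 CPM to 0.837 ± 0.314 CPM (SD, n = 3; log2 fold change -6.75, SE 1.04, edgeR adjusted p 0.00578, and 0.0523 without *Cldn2*KO control replicate 1). *Plet1os* (ENSMUSG00000101304, chromosome 9, 50488795 to 50507823, minus strand, antisense) overlaps *Plet1*, so reads of either gene are uncertain. It had 1 read in *Cldn2*KO controls and 152 in WT controls, a ratio of 146.7 (counting interval 26.3 to 5794.6). *Apol10a* (ENSMUSG00000050982, chromosome 15, 77477047 to 77491069), which has close relatives and is uncertain, fell from 175 ± 169 CPM to 2.85 ± 1.13 CPM (SD, n = 3; log2 fold change -5.94, SE 0.678, edgeR adjusted p 0.000755). *Retnlb* (ENSMUSG00000022650, chromosome 16, 48816856 to 48818891) rested on WT control replicate 2, with 214.7 CPM against 7.79 and 18.1 CPM in the other WT controls. Its log2 fold change of -6.61 (SE 1.43, edgeR adjusted p 0.0364) became -4.00 without that library.

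Gene sets were used to ask whether the programmes that the study discussed differed between genotypes. In controls, camera called 16 of 24 sets. The interferon response set had a median log2 fold change of -2.03 (camera adjusted p 6.79e-36), and all 36 of its genes were lower in *Cldn2*KO. MHC class II presentation had a median of -2.31 (camera adjusted p 1.98e-16), with 1 of 15 genes higher, and MHC class I presentation a median of -1.002 (camera adjusted p 1.3e-23), with 2 of 21 genes higher. These 3 sets and necroptosis (median -0.22, camera adjusted p 1.97e-05) were also called by fry and under an estimated correlation, which moved the interferon result most, to an adjusted p of 0.0414. Apoptosis (median -0.28, camera adjusted p 0.00137) was also called by fry, with an adjusted p of 0.00764, and not under an estimated correlation. Camera also called proliferation (median -0.68, 3 of 30 higher, camera adjusted p 0.000128, fry adjusted p 0.435). The TNF and NF-κB inflammation set was lower too (median -0.71, 6 of 32 higher, camera adjusted p 6.55e-06, fry adjusted p 0.0756). Smooth muscle markers were higher (median 0.89, all 16 higher, camera adjusted p 6.55e-06, fry adjusted p 0.17). Over the other comparisons, the sets that camera called were also called by fry in 3 of 8 cases in recovery, in none of 15 in AOM/DSS, and in none of any comparison under an estimated correlation. The interferon set averaged 4.68 to 5.03 log2 CPM in the WT controls and 2.55 to 3.04 in the *Cldn2*KO controls. Markers of T and NK cells (median -2.67) and of plasma and B cells (median -2.21) were lower as well, with fry adjusted p of 0.00871 and 0.00764. The T and NK cell level was 3.195 log2 CPM in WT control replicate 2 and 0.159 and 0.786 in the other WT controls, and the median was -1.70 without that library.

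**Figure D3:**
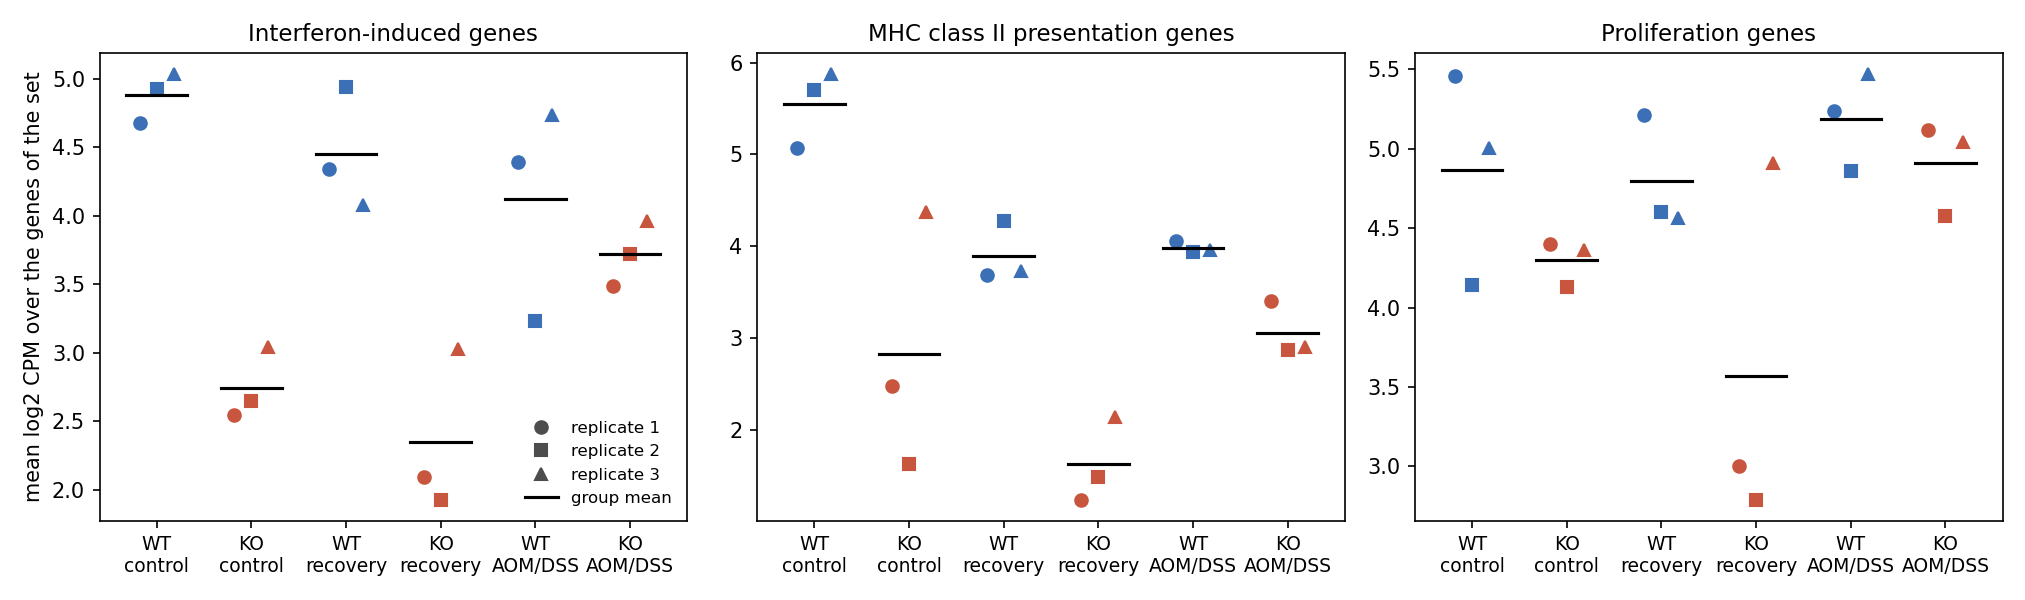
Mean log2 CPM of the interferon response, MHC class II presentation and proliferation sets in each library by group, with bars at the group mean. In controls, the interferon set lies between 4.68 and 5.03 in WT and between 2.55 and 3.04 in *Cldn2*KO libraries, and the *Cldn2*KO recovery libraries span 2.79 to 4.91 for proliferation.

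The study asked why *Cldn2*KO mice recover poorly from DSS-induced colitis. In recovery, edgeR called 165 genes between genotypes, 93 higher and 72 lower in *Cldn2*KO, and all 165 had groups that did not overlap in CPM (10% by chance). An unadjusted p under 0.05 was reached by 3371 genes. The split by direction depended on scaling, as upper-quartile scaling gave 77 higher and 109 lower. It depended on the fit and on single libraries as well. With only the groups compared in the fit, 1 gene was higher and 22 were lower. Without WT recovery replicate 2, 2 were higher and 14 lower, and without *Cldn2*KO recovery replicate 1, 286 were higher and 138 lower. Without *Cldn2*KO recovery replicate 2 only 3 genes were called, and without *Cldn2*KO recovery replicate 3 the count was 453. A fit with sex-linked expression as a covariate called 56 genes. Higher in *Cldn2*KO recovery were *Gprc5a* (ENSMUSG00000046733, chromosome 6, 135065651 to 135084709), *Eps8l3*, *Bhlhe40*, *Errfi1* and *Anxa11*, with log2 fold changes from 1.35 to 2.16. *Eps8l3* (ENSMUSG00000040600, chromosome 3, 107877229 to 107892900) rose from 93.1 ± 13.8 CPM to 258 ± 86.6 CPM (SD, n = 3; log2 fold change 1.47, SE 0.249, edgeR adjusted p 0.0173, range over the alternatives 1.48e-05 to 0.139). Apart from *Cldn2*, the lower genes with the largest change all belonged to MHC class II presentation. *H2-Aa* (ENSMUSG00000036594, chromosome 17, 34282744 to 34287827) fell from 427 ± 162 CPM to 10.6 ± 2.83 CPM (SD, n = 3; log2 fold change -5.33, SE 0.714, edgeR adjusted p 0.00474). *Cd74* (ENSMUSG00000024610, chromosome 18, 60803848 to 60812646) fell from 289 ± 69.6 CPM to 9.36 ± 7.94 CPM (SD, n = 3; log2 fold change -4.94, SE 0.758, edgeR adjusted p 0.0131). *H2-DMb1* and *H2-Eb1* had log2 fold changes of -4.48 and -4.40. The *H2* genes have close relatives and are uncertain. These 4 genes were called in 14 of 15 alternatives each. The exception was the fit without *Cldn2*KO recovery replicate 2, where *H2-Aa* had an edgeR adjusted p of 0.087. Without that library the 5 higher genes lost their calls as well, *Gprc5a* with a log2 fold change of 1.93 (edgeR adjusted p 0.183).

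In recovery, camera called 8 of 24 sets between genotypes. The interferon response (median log2 fold change -2.13, camera adjusted p 9.92e-27, all 36 genes lower), MHC class II presentation (median -1.12, camera adjusted p 2.55e-10, 1 of 15 higher) and MHC class I presentation (median -0.63, camera adjusted p 1.28e-09, 1 of 21 higher) were also called by fry, with adjusted p of 0.00266, 0.00422 and 0.0245. Proliferation (median -1.32, 1 of 30 higher) and DNA replication (median -0.84, 1 of 34 higher) had camera adjusted p of 1.52e-12 and 8.67e-13, and fry adjusted p of 0.118 and 0.117. The fall in proliferation differed between replicates. *Mki67* stood at 49.3, 41.3 and 188 CPM in *Cldn2*KO recovery and at 269, 209 and 178 CPM in WT recovery (log2 fold change -1.24, SE 0.461, edgeR adjusted p 0.152), and its log2 fold change was -2.27 without *Cldn2*KO recovery replicate 3. The TNF and NF-κB inflammation set was not called (median +0.35, 22 of 32 genes higher, camera adjusted p 0.127), but it was called at 0.0441 without *Cldn2*KO recovery replicate 1. Apoptosis (median -0.04, camera adjusted p 0.736) and necroptosis (median -0.03, camera adjusted p 0.0941) were not called.

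Of the 31 genes tested from the list, edgeR called only *Cldn2* between genotypes in controls and in AOM/DSS, both over all genes and adjusted over the list alone. An unadjusted p under 0.05 was reached by 9 genes in controls, 11 in recovery and 4 in AOM/DSS. DESeq2 called 3, 3 and 1 of the list in these comparisons, and limma-voom 9, 9 and 1. In recovery, *Cldn2* was called over all genes and *Cdkn1a* was added when p was adjusted over the list alone. *Cdkn1a* rose from 125 ± 14.8 CPM in WT to 220 ± 53.7 CPM in *Cldn2*KO recovery (SD, n = 3; log2 fold change 0.82, SE 0.209, edgeR adjusted p 0.0633 over all genes and 0.0196 over the list alone), with a range over the alternatives of 0.0104 to 0.29. In the same comparison, *Tnf* (log2 fold change 1.68, edgeR adjusted p 0.332), *Il1b* (-0.18, edgeR adjusted p 0.948), *Birc5*, which encodes Survivin (-1.20, edgeR adjusted p 0.2), and *Ly6a*, which encodes SCA-1 (-1.05, edgeR adjusted p 0.304), were not called. *Birc5* stood at 9.96, 7.24 and 39.96 CPM in *Cldn2*KO recovery, where replicate 3 lay within the 37.1 to 55.8 CPM of WT recovery, and *Tnf* at 0.857, 11.97 and 2.95 CPM, where replicate 2 was highest.

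The third comparison addressed colitis-associated cancer. Between *Cldn2*KO and WT AOM/DSS libraries edgeR called 1 gene, *Cldn2*. DESeq2 called 4 and limma-voom 1, and 949 genes had an unadjusted p under 0.05 against 847 expected by chance. The count was 1 or 2 when any library was left out. The paper describes sex-matched mice, but *Xist* was high in *Cldn2*KO AOM/DSS replicates 2 and 3 and in no WT AOM/DSS library. With sex-linked expression as a covariate, 1 gene was called. Camera called 15 of 24 sets, and neither fry nor an estimated correlation called any, with 2 sets at an unadjusted p under 0.05 in each. The sex-linked set was among those that camera called (median log2 fold change -5.96, camera adjusted p 0.0137, fry adjusted p 0.491). The TNF and NF-κB set had a median log2 fold change of -0.66 with 3 of 32 genes higher (camera adjusted p 1.71e-06, fry adjusted p 0.491). This call rested on WT AOM/DSS replicate 3, without which the camera adjusted p was 0.406. The interferon response (median -0.37, camera adjusted p 0.000151) likewise had an adjusted p of 0.221 without that library. DNA replication had a median of -0.42 with no gene of 34 higher (camera adjusted p 1.92e-08, fry adjusted p 0.539). Necroptosis had a median of -0.13 (camera adjusted p 0.0231), and apoptosis one of -0.05 (camera adjusted p 0.217). Markers of smooth muscle (median 1.19, all 16 higher, camera adjusted p 6.28e-14) and of enteric neurons and glia (median 0.92, all 15 higher, camera adjusted p 3.25e-10) had fry adjusted p of 0.354 each.

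The response to recovery was then compared with untreated colon within each genotype. In WT mice edgeR called 3767 genes, 1698 higher and 2069 lower in recovery, of which 3417 had groups apart in CPM (10% by chance). The count was 1846 without WT control replicate 1 and 4350 without WT control replicate 2, and 1477 with the *Hox* covariate, chosen after seeing the data. *Cldn2* rose from 101 ± 48.7 CPM to 433 ± 108 CPM (SD, n = 3; log2 fold change 2.10, SE 0.373, edgeR adjusted p 0.002), and was called under all 15 alternatives. Of the list, 10 genes were called, both over all genes and adjusted over the list alone. *Egf* (log2 fold change 2.02, edgeR adjusted p 0.0018), *Nifk* (also known as *Mki67ip*; 1.13, edgeR adjusted p 0.000921) and *Pcna* (0.71, edgeR adjusted p 0.0249) were higher with *Cldn2*. *Cdkn1a* (-1.16, edgeR adjusted p 0.00217), *Cldn7* (-0.95), *Vil1* (-0.94), *Cdh1* (-0.80), *Stat3* (-0.67) and *Nfkb1* (-0.60, and -0.37 without WT control replicate 2) were lower. *Ereg* rose by a log2 fold change of 1.80 (SE 0.714) and was not called (edgeR adjusted p 0.0823, range over the alternatives 0.000562 to 0.446). *Ly6a* had a log2 fold change of -1.31 (edgeR adjusted p 0.0969), and *Mki67* one of -0.37 (edgeR adjusted p 0.602).

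By size, the genes that rose most in WT recovery were *Cyp3a44*, *Reg3d*, *Iapp*, *Cyp3a25* and *Slc13a1*. *Slc13a1* (ENSMUSG00000029700, chromosome 6, 24088283 to 24168092) rose from 1.08 ± 1.11 CPM to 219 ± 49.8 CPM (SD, n = 3; log2 fold change 7.76, SE 0.591, edgeR adjusted p 1.78e-05). *Cyp3a44* had 2 reads in WT controls and 3821 in WT recovery (ratio 2032, counting interval 562.5 to 16778.6), and *Reg3d*, with no reads in WT controls, was at least 42.5-fold higher. *Iapp* had a ratio of 299.4 (counting interval 82.9 to 2472.2). *Cyp3a44*, *Cyp3a25* and *Reg3d* have close relatives and are uncertain. The genes that fell most were *Tgm3*, *Hoxd13*, *Trpv6*, *Casp14* and *Trpv3*. *Tgm3* (ENSMUSG00000027401, chromosome 2, 130012349 to 130050399) fell from 669.9 ± 592 CPM to 0.246 ± 0.0357 CPM (SD, n = 3; log2 fold change -11.35, SE 1.84, edgeR adjusted p 0.00145), with 0.917 CPM in its lowest WT control. Its log2 fold change was -1.84 with the *Hox* covariate. *Hoxd13* had a ratio of 3047.9 (counting interval 1042.9 to 14779.5) in favour of WT controls, and *Casp14* one of 737.1 (204.1 to 6086.8). The lowest WT control held only 0.131 CPM of *Casp14*. With the *Hox* covariate, *Hoxd13*, *Trpv6*, *Casp14* and *Trpv3* had log2 fold changes of -2.145, -0.81, -1.71 and -4.57.

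In *Cldn2*KO mice, edgeR called 3291 genes between recovery and control, 1598 higher and 1693 lower, and 3219 of them had groups apart in CPM (10% by chance). The count was 1972 without *Cldn2*KO control replicate 3 and 133 with the *Hox* covariate, and upper-quartile scaling gave 1221 higher and 2003 lower. The highest genes included *Xist*, which separates female from male libraries, and its log2 fold change of 11.24 (edgeR adjusted p 0.021) was 0.75 with the sex covariate. *Reg3b* (ENSMUSG00000071356, chromosome 6, 78370657 to 78373466), which has close relatives and is uncertain, reached 2751 ± 1920 CPM in recovery (SD, n = 3; log2 fold change against control 10.42, SE 3.09, edgeR adjusted p 0.029, range over the alternatives 2.47e-06 to 0.97). *Cyp3a44* was at least 469.4-fold higher, *Cyp3a25* at least 247.7-fold higher, and *Sis* had a ratio of 1390 (counting interval 384.8 to 11477.9). *Mptx1* (ENSMUSG00000026531, chromosome 1, 174330518 to 174332873) fell from 1512 ± 256 CPM to 0.151 ± 0.0587 CPM (SD, n = 3; log2 fold change -13.25, SE 2.22, edgeR adjusted p 0.00131). *St8sia5*, with no reads in *Cldn2*KO recovery, was at least 281.7-fold lower, and *Hoxd13* had a ratio of 4357.5 in favour of controls (counting interval 1491.1 to 21130.1). *Tgm3* and *Hoxb13* had log2 fold changes of -12.12 and -11.17. Of the list, 5 genes were called over all genes and 1, *Egf*, when p was adjusted over the list alone. Among them, *Egf* had a log2 fold change of 1.60 (edgeR adjusted p 0.00493), *Ereg* one of 2.19 (edgeR adjusted p 0.0429; 1.36 without *Cldn2*KO recovery replicate 3) and *Cldn15* one of 1.92 (edgeR adjusted p 0.0296). *Tnf* had one of 2.95 (edgeR adjusted p 0.0493), which was 1.49 without *Cldn2*KO recovery replicate 2. With the *Hox* covariate, *Cldn15* changed sign to -0.52, and *St8sia5* also reversed. *Reg3b*, *Mptx1*, *Tgm3*, *Hoxd13* and *Hoxb13* then had log2 fold changes of 0.50, -4.57, -2.03, -2.23 and -0.73. The fitted values of *Cyp3a44*, *Cyp3a25* and *Sis* were 7.55, 4.50 and 5.05 with that covariate, and that of *Xist* was 11.99.

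AOM/DSS was compared with control in the same way. In WT mice edgeR called 1761 genes, 646 higher and 1115 lower, and 1622 had groups apart in CPM (10% by chance). The count was 170 without WT AOM/DSS replicate 3, 345 without WT control replicate 2, and 7 when only the groups compared were fitted. Of the 5 higher genes by size, *Retnlg* was at least 72.9-fold higher, as it had no reads in controls, and *Ascl4* had a ratio of 201.8 (counting interval 69.1 to 978.6). Both leaned on WT AOM/DSS replicate 3, without which neither was called, and the fitted log2 fold change of *Retnlg* went from 9.30 to 6.32 and that of *Ascl4* from 7.50 to 5.89. *S100a9* (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) rose from 0.111 ± 0.0459 CPM to 48.1 ± 75.5 CPM (SD, n = 3; log2 fold change 8.61, SE 1.68, edgeR adjusted p 0.0127), and its log2 fold change was 5.21 without WT AOM/DSS replicate 3. *Lyz1* and *Evx1os* were uncertain for a close relative and an antisense overlap. *Lyz1* had a log2 fold change of 6.01, which was 3.70 without that library, and *Evx1os* (log2 fold change 5.995, edgeR adjusted p 0.022) had one of 3.99 without it. The lower genes *H2-T3*, *St3gal5*, *Hkdc1* and *Ces1g* rested on WT control replicate 2, without which their log2 fold changes of -8.78, -6.32, -6.07 and -5.54 became -3.09, -1.58, -1.70 and -0.85. The fifth, *Upk3b*, had one of -5.78 (edgeR adjusted p 0.0179). For *Upk3b* it was -5.13 without WT control replicate 2 and -10.01 without WT AOM/DSS replicate 2. Of the list, 8 genes were called over all genes and 11 when p was adjusted over the list alone. *Myc* (log2 fold change 1.57, edgeR adjusted p 0.0249) and *Il1b* (3.17, edgeR adjusted p 0.0476; 0.44 without WT AOM/DSS replicate 3) were among the higher genes. *Vil1* (-1.31, edgeR adjusted p 0.00693) and *Cdkn1a* (-1.18, edgeR adjusted p 0.00824) were among the lower.

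In *Cldn2*KO mice, edgeR called 33 genes between AOM/DSS and control, 13 higher and 20 lower, all with groups apart in CPM (10% by chance). The count was 4 without *Cldn2*KO control replicate 2 and 211 without *Cldn2*KO AOM/DSS replicate 2. *Ceacam12*, *Khdc1a*, *Dhrs9*, *Nod2* and *Gpr55* were higher, with log2 fold changes from 2.07 to 5.36. *Rasgef1b*, *Cd163*, *Hist1h4h*, *Lars2* and *Ovol1* were lower, with log2 fold changes from -3.52 to -1.80. *Lars2* (ENSMUSG00000035202, chromosome 9, 123366940 to 123462664) fell from 438 ± 123 CPM to 108 ± 14.5 CPM (SD, n = 3; log2 fold change -2.02, SE 0.208, edgeR adjusted p 0.000421) and was called under all 15 alternatives, while *Khdc1a* has close relatives and is uncertain. None of the list was called by edgeR, with 7 of its 31 genes at an unadjusted p under 0.05, 3 called by DESeq2 and 9 by limma-voom.

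**Figure D4:**
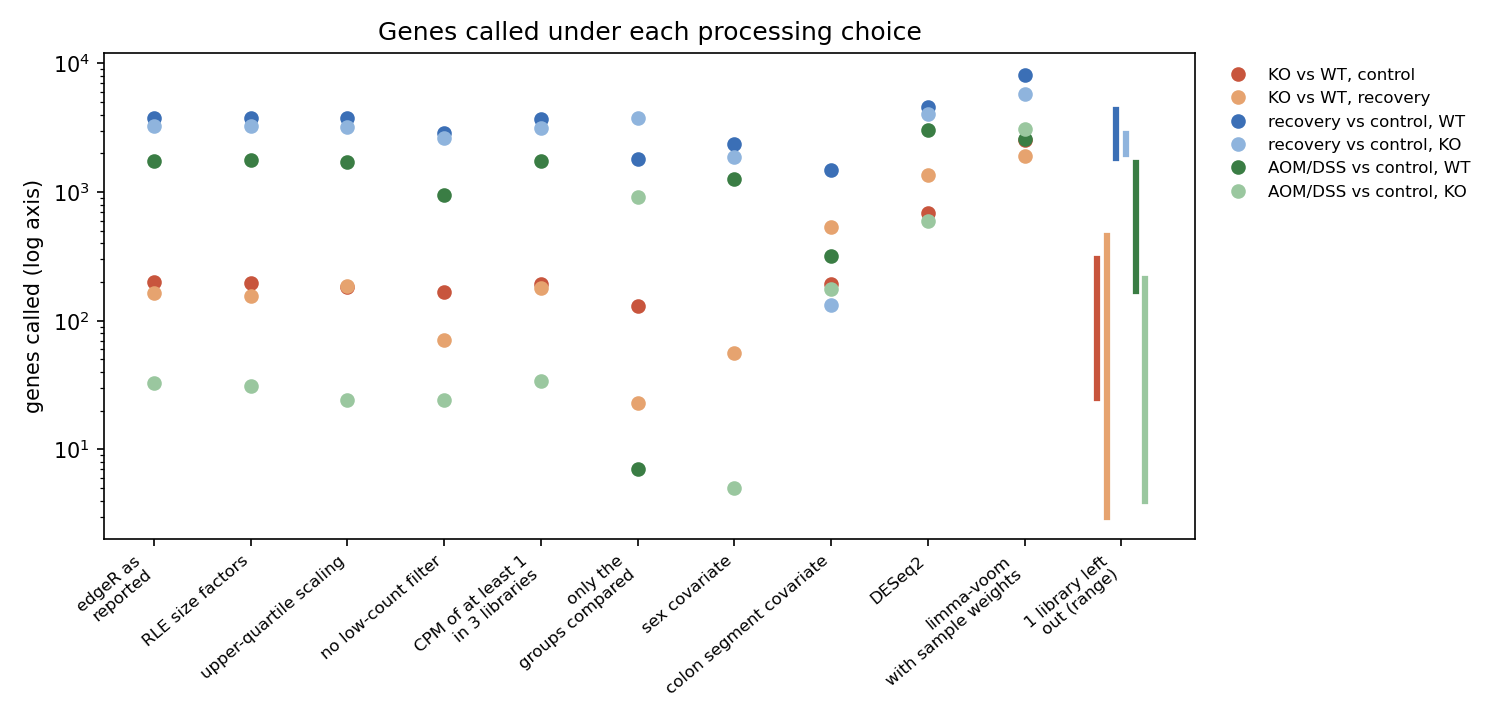
Number of genes called for 6 comparisons under each processing choice, on a log axis, with bars for the range when each library is left out in turn. Between *Cldn2*KO and WT recovery, the bar runs from 3 to 453 genes around the reported 165.

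Whether a response differed between genotypes was tested by an interaction term. For recovery, edgeR called 22 genes, 18 with a more positive response in *Cldn2*KO, and 3141 genes had an unadjusted p under 0.05. The count ranged from 0 to 313 when a library was left out, and it was 0 without any 1 of 5 libraries, which were *Cldn2*KO control replicates 1 and 2, WT recovery replicates 2 and 3 and *Cldn2*KO recovery replicate 2. Of the list, no gene was called over all genes by edgeR, with 9 at an unadjusted p under 0.05, 6 called by DESeq2 and 8 by limma-voom. Adjusted over the list alone, 7 passed, which were *Cldn7*, *Nifk*, *Vil1*, *Cdkn1a*, *Tnf*, *Stat3* and *Nfkb1*. For *Cdkn1a* the interaction was 1.18 (SE 0.294, edgeR adjusted p 0.0809 over all genes and 0.016 over the list alone). For AOM/DSS, edgeR called 2 genes, *Ddah1* and the antibody segment *Ighv5-16*, the latter named because of the small count and after its values were seen. None of the list was called by edgeR for AOM/DSS, with 5 at an unadjusted p under 0.05, none called by DESeq2 and 2 by limma-voom. Among the sets, the TNF and NF-κB set had a recovery interaction with a median of 1.06 (28 of 32 higher, camera adjusted p 8.27e-05, fry adjusted p 0.22), and DNA replication one of -1.12 (2 of 34 higher, camera adjusted p 5.78e-10, fry adjusted p 0.223). The genotype difference of the TNF and NF-κB set had a median of -0.71 in controls and of +0.35, not called, in recovery. Its interaction therefore included a lower level in *Cldn2*KO controls. Of the 10 sets that camera called for this interaction, fry called 2. These were tight junctions and claudins (median 0.39, 14 of 19 higher, camera adjusted p 0.012, fry adjusted p 0.0287, and 0.397 under an estimated correlation) and the pancreas markers, a set of 2 genes (median -3.52, fry adjusted p 0.031). The interferon set had an AOM/DSS interaction with a median of 1.501 (all 36 higher, camera adjusted p 1.48e-19, fry adjusted p 0.0717).

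Across 16936 genes, the genotype effect in controls and that in recovery had a Pearson correlation of 0.207. The choice of coefficient moved this most, as Spearman's was -0.014. Of 198 genes called in controls other than *Cldn2*, 158 (79.8%) had the same sign in recovery, while of 164 called in recovery 77 (47.0%) had the same sign in controls. The 30 genes called in both all had the same sign. Controls and AOM/DSS had a Pearson correlation of 0.278, which was 0.085 without WT AOM/DSS replicate 3, and recovery and AOM/DSS one of 0.303. Of the 164 genes called in recovery, 159 (97.0%) had the same sign in AOM/DSS. The recovery response of WT and *Cldn2*KO mice had a Pearson correlation of 0.704, and 1453 of the 1486 genes called in both genotypes had the same sign. The AOM/DSS response had one of 0.615, which was 0.434 without WT AOM/DSS replicate 3, and 20 of 21 genes called in both had the same sign. In both genotypes, the recovery libraries lacked posterior *Hox* expression, and replicates 2 and 3 had high *Xist*. The controls had little *Xist* and, but for WT control replicate 2, had posterior *Hox* expression. A difference in colon segment or sex shared by both genotypes could therefore have raised the recovery correlation.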

Values the study reported

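The study reported 4,413 differentially expressed genes in WT mice that recovered from DSS-induced colitis. Of these, 1,049 were also differentially expressed in patients with inflammatory bowel disease, and 420 changed in the same direction in both species. The study further reported 24 of the shared genes as different between knockout and WT mice in recovery, 14 of them higher and 10 lower.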

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

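The tests by splits of the libraries, and the reading of single fits as tests of an explanation, were chosen only after the result was seen, while the interaction fits and the alternatives were planned.

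The response to recovery differed between *Cldn2*KO and WT mice for 22 genes (edgeR). Other fits with no library left out called 6 (sex covariate) to 1762 (limma-voom), with 12 under upper-quartile scaling. Leaving out each library in turn gave 0 to 313, so the count depended on single libraries. In 13 of the 22, the larger difference between genotypes lay in the controls, and 13 were called between genotypes in controls against 8 in recovery. Without WT control replicate 2, the control library without posterior *Hox* expression, 20 genes were called, of which 13 were shared with the 22. For these 13 genes, the segment of that library is excluded as the only source, but it could have contributed to the count. The fit without it still compared recovery libraries without posterior *Hox* expression with controls that had it. It therefore cannot test whether a segment difference acted differently in the 2 genotypes. Among 100 splits of the libraries, the true one included, 2 called at least as many genes.

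In 17 of the 22 genes, the difference between genotypes had opposite signs in controls and recovery. *Plet1os* had an interaction of 6.71 (edgeR adjusted p 0.0378, range over the alternatives 0.000373 to 0.148), with 1 read in *Cldn2*KO controls and 408 in *Cldn2*KO recovery. It overlaps *Plet1* on the other strand and is uncertain. *Apol10a* had an interaction of 5.05 (edgeR adjusted p 0.0361, range 8.35e-08 to 0.148), from a genotype difference of -5.94 in controls to -0.88 in recovery. *Btnl2* (ENSMUSG00000024340, chromosome 17, 34354822 to 34369493) had one of 4.44 (edgeR adjusted p 0.0252, range 1.93e-07 to 0.14), from -4.72 to -0.27. *Zc3h12a* (ENSMUSG00000042677, chromosome 4, 125118423 to 125127840) had one of 3.12 (edgeR adjusted p 0.021, range 1.06e-07 to 0.131), from -2.25 to 0.87. *Mov10* (ENSMUSG00000002227, chromosome 3, 104794836 to 104818563) had one of 2.22 (edgeR adjusted p 0.0404, range 9.4e-05 to 0.148), from -1.91 to 0.31. Without WT control replicate 2, the interactions of *Apol10a*, *Btnl2* and *Mov10* were smaller, at 3.89, 3.41 and 1.91.

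Interactions in the other direction were found for *Hist1h4h* and *Nt5c3b*. *Hist1h4h*, uncertain for its near-identical relatives, had an interaction of -3.04 (edgeR adjusted p 0.0494, range 9.77e-05 to 0.148), from a genotype difference of 2.25 in controls to -0.78 in recovery. *Nt5c3b* (ENSMUSG00000017176, chromosome 11, 100422321 to 100441808) had one of -1.501 (edgeR adjusted p 0.0361, range 1.04e-05 to 0.14), from 0.71 to -0.79. Each of these 7 genes lost its call without *Cldn2*KO control replicate 1, with adjusted p of 0.131 to 0.148.

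The response to AOM/DSS differed for 2 genes, *Ddah1* and *Ighv5-16*. *Ddah1* (ENSMUSG00000028194, chromosome 3, 145758675 to 145894277) had an interaction of 2.23 (edgeR adjusted p 0.0198, range over the alternatives 6.82e-08 to 0.0814), from a genotype difference of -2.26 in controls to -0.03 in AOM/DSS. Without WT control replicate 2, 5 genes were called and both of these were among them, so the segment of that library is excluded as their only source. Of 100 splits, the true one included, 12 called at least as many genes, so a count of 2 is one that unrelated groupings also gave.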

How the results depend on the processing

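The tests with the *Hox* covariate were chosen only after the result was seen, as was the sex covariate for the correlations, and all other tests here were planned.

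Of 92 called gene results, 14 kept their call under every alternative. Of 1480 alternatives for 96 gene results, 1065 gave the same call, 404 a weaker result, 9 a stronger one and 2 a reversed sign. The reversals were *Cldn15* (-0.517) and *St8sia5* (0.999) for recovery against control in *Cldn2*KO mice with the *Hox* covariate. Of 405 alternatives for 25 gene-set results, 371 gave the same call. The counts of called genes were less stable, with 103 of 174 alternatives moved. The cause was not tested for any result below that did not hold, unless stated.

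DESeq2 called 688, 1351 and 4 genes between genotypes in controls, recovery and AOM/DSS. It called 3033 and 601 for AOM/DSS against control in WT and *Cldn2*KO mice, and 877 and 87 for the interactions with recovery and AOM/DSS. Limma-voom with sample weights called 2552 and 1902 between genotypes in controls and recovery, and 8125 and 5757 for recovery against control in WT and *Cldn2*KO mice. It called 3107 for AOM/DSS against control in *Cldn2*KO mice, and 1762 and 299 for the interactions. With only the groups compared in the fit, edgeR called 131 and 23 genes between genotypes in controls and recovery and 1819 for recovery against control in WT mice. It then called 7 and 920 for AOM/DSS against control in WT and *Cldn2*KO mice, and 9 and 0 for the interactions. Without a filter, 71 genes were called between genotypes in recovery, 943 for AOM/DSS against control in WT mice and 4 for the AOM/DSS interaction. Upper-quartile scaling gave 12 for the recovery interaction.

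With sex-linked expression as a covariate, 56 genes were called between genotypes in recovery, 2359 and 1887 for recovery against control in WT and *Cldn2*KO mice, 5 for AOM/DSS against control in *Cldn2*KO mice and 6 for the recovery interaction. It was not run for the genotypes in controls, which were all male. The *Hox* covariate is defined from expression and nearly coincides with recovery, so its comparison of recovery with control rests on WT control replicate 2. It gave 538 genes between genotypes in recovery, 1477 and 133 for recovery against control, 320 and 176 for AOM/DSS against control and 5 for the AOM/DSS interaction. A comparison of WT recovery with WT control replicate 2 alone was also run and is left out, because it selects a library by its measured expression. With the replicate block, 21 genes were called between genotypes in controls. Residuals of libraries with the same number were not correlated (0.157, 0.002 and 0.079), so the numbers did not mark pairs, and the block was not run elsewhere.

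At an adjusted p under 0.01, 51, 11 and 1 genes were called between genotypes in controls, recovery and AOM/DSS, 1408 and 1438 for recovery against control, 113 and 4 for AOM/DSS against control, and 0 and 0 for the interactions. At an unadjusted p under 0.05 the counts were 2223, 3371 and 949 between genotypes, 6149 and 5507 for recovery, 5069 and 2573 for AOM/DSS, and 3141 and 1429 for the interactions. With a log2 fold over 1, 74 genes were called between genotypes in recovery, 2034 for recovery against control in WT mice and 1071 for AOM/DSS against control in WT mice.

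Leaving out each library in turn gave 25 to 300 genes between genotypes in controls, 3 to 453 in recovery and 1 to 2 in AOM/DSS. It gave 1846 to 4350 and 1972 to 2827 for recovery against control in WT and *Cldn2*KO mice, 170 to 1696 and 4 to 211 for AOM/DSS against control, and 0 to 313 and 0 to 11 for the interactions. For the inflammation set in recovery the camera adjusted p ran from 0.0441 to 0.682. In AOM/DSS it ran from 1.2e-12 to 0.406 for that set and from 1.37e-12 to 0.221 for the interferon set.

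Under an estimated correlation, the sets called between genotypes in recovery had adjusted p of 0.151 (interferon), 0.318 (MHC class II), 0.363 (MHC class I), 0.507 (proliferation) and 0.507 (DNA replication). Under fry, proliferation had 0.118 and DNA replication 0.117. In AOM/DSS, fry and the estimated correlation gave 0.573 and 0.508 for interferon, 0.491 and 0.411 for MHC class II and for inflammation, and 0.539 and 0.507 for DNA replication.

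The correlation of genotype effects in controls and recovery was 0.104 for genes with at least 10 CPM, -0.014 by Spearman and 0.251 with the *Hox* covariate, and 0.136 to 0.268 over libraries left out. For controls and AOM/DSS it was 0.147 by Spearman and 0.085 to 0.328 over libraries. For the genotype effects across treatments, recovery and AOM/DSS, it was 0.414 for genes with at least 10 CPM, 0.384 by Spearman, 0.269 with the sex covariate and 0.205 to 0.308 over libraries. The recovery responses had a Spearman correlation of 0.513 and a range of 0.64 to 0.805 over libraries, and the AOM/DSS responses had 0.526 and 0.434 to 0.659.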

Other observations

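The tests of explanations in this part were chosen only after the result was seen, except the clock gene tests, whose list and prediction were written down after *Per2* was seen and before the other clock genes were tested. Some of them read a fit fixed beforehand, such as upper-quartile scaling or a library left out. The thresholds by which an explanation was kept or excluded were set after most values were known.

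The recovery libraries and WT control replicate 2 lacked posterior *Hox* expression. A more proximal piece of colon is a possible explanation. Across 16903 genes without the *Hox* genes, the departure of WT control replicate 2 from the other WT controls had a Pearson correlation of 0.619 (Spearman 0.433) with the recovery response of *Cldn2*KO mice, against -0.13 to 0.172 for 8 other libraries. A swapped label is excluded for that library, because its MHC class II set averaged 5.7 log2 CPM, within WT controls and above the 3.69 to 4.27 of WT recovery. The recovery protocol is therefore excluded as the only cause of the pattern, as 1 untreated library lacked *Hoxb13*. For the recovery libraries taken alone, the protocol cannot be told apart from the segment, since all 6 lacked it. The study described the recovery RNA as distal, which a proximal piece would contradict. The contrasts of recovery with control may thus hold a difference between segments, which these data do not separate from healing.

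Interferon-induced and MHC class II genes were lower in *Cldn2*KO controls and recovery. Library scaling is excluded as a source, since the median log2 fold change of the interferon set was -1.99 under upper-quartile scaling. Another MHC haplotype is excluded for the interferon set, as all 36 of its genes off chromosome 17 were lower, with a median of -2.05. Fewer macrophages are excluded as the only source, because their markers had a median of only -0.65, and the MHC class II level relative to them was at least 1.13 in WT controls and at most 0.56 in *Cldn2*KO controls. Fewer lymphocytes cannot be told apart from lower expression per cell in controls, as T and NK cell markers had a median of -2.67, and one of -1.70 without WT control replicate 2. In recovery these markers had a median of -0.85 (fry adjusted p 0.539) beside -2.13 for the interferon set, and no separate test was made there. A fixed difference between the mouse lines cannot be told apart from an effect of *Cldn2* either. Of 73 other genes within 10 Mb of *Cldn2*, 1 was called in controls and 2 in recovery, and a variant carried with the knockout could lie elsewhere. WT mice were described as littermates. Housing and microbial exposure were not tested.

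Between genotypes in AOM/DSS edgeR called only *Cldn2*, and DESeq2 called 4 genes. Without WT AOM/DSS replicate 3, 1 gene was called as well. Among AOM/DSS libraries, this one had the highest neutrophil marker level (4.459 log2 CPM) and the highest epithelial stem level (6.379). It also had the lowest mature colonocyte level (5.495), so inflammation was not its only departure. The fit without it had fewer libraries, so a spread widened by this library cannot be told apart from a true absence of differences. With 3 libraries per group, the recovery simulation found 32% of genes at a log2 change of 1, 82% at 2 and 98% at 4. Small differences could therefore have been missed more often than large ones, and the absence of calls does not show that the genotypes were equal. The simulated comparison was that in recovery, so these rates need not hold for AOM/DSS.

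*Per2* was higher in *Cldn2*KO controls (log2 fold change 1.45, SE 0.2, edgeR adjusted p 0.00274) and, without reaching the threshold, in *Cldn2*KO recovery (0.58, SE 0.197, edgeR adjusted p 0.118) and *Cldn2*KO AOM/DSS (0.84, SE 0.198, edgeR adjusted p 0.862). The groups did not overlap in any of the 3 treatments. A different hour of tissue collection is a possible explanation. It predicted that other clock genes would move with or against *Per2* by phase, and 12 of 15 did so in controls and 12 of 15 in AOM/DSS. The 10 genes in phase had medians of 0.47 and 0.48, and the 5 in antiphase only -0.06 and -0.23, so several of the signs counted were near 0. These genes are not independent of each other, and recovery was not tested. edgeR called 0 of the 15 in controls and in AOM/DSS, with 4 and 2 at an unadjusted p under 0.05, 1 and 0 called by DESeq2 and 6 and 0 by limma-voom.

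Random splits of the libraries measured how often a grouping without meaning called as many genes. With 3 against 3 libraries there are 10 splits, so an exact permutation p cannot fall below 0.10. As many genes were called in 1 of 10 splits, the true one, between genotypes in controls and in recovery, for recovery against control in WT and in *Cldn2*KO mice, and for AOM/DSS against control in WT and in *Cldn2*KO mice. For AOM/DSS between genotypes, 2 of 10 splits called as many. The other splits called at most 56 genes between genotypes in controls, 0 in recovery and 12 in AOM/DSS. They called at most 258 and 0 for recovery against control in WT and *Cldn2*KO mice, and 24 and 0 for AOM/DSS against control. For these comparisons chance still cannot be told apart by the splits alone, because the p cannot fall below 0.10. For the interactions, with the true split included, 2 of 100 splits called as many genes with recovery and 12 of 100 with AOM/DSS, and these followed a smaller set of splits drawn earlier.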
